A study of Mus musculus with 170 samples. Its data were reported in "Dgcr8 deletion in the primitive heart uncovered novel microRNA regulating the balance of cardiac-vascular gene program" (2018).

How the data were processed

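Single cells were taken from the ventricular part of E9.5 mouse hearts of 2 genotypes. Control hearts, labelled wild type, carried floxed Dgcr8 alleles and a 2-colour membrane reporter without Cre recombinase. In the conditional knockout (cKO) hearts, Cre expressed from the Mesp1 locus deleted Dgcr8 in mesoderm progenitors that give rise to the heart. Dgcr8 encodes the RNA-binding partner of Drosha in the microprocessor, the nuclear complex that cuts hairpins out of primary microRNA transcripts. According to the study's methods, cells were dissociated with trypsin and collagenase and picked by hand with a mouth pipette. Full-length cDNA was made by Smart-seq2, a protocol that primes on poly(A) tails, and was fragmented with Tn5 transposase for paired-end sequencing. The labels name 2 sequencing batches.

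The deposited table holds TPM (transcript abundance scaled to a fixed total in each cell), which the authors obtained with Salmon against mm10. The version of Salmon and the release of the gene annotation were not stated. The authors kept cells with a high mapping rate and left out cells whose reporter transcripts contradicted their genotype. The TPM values of a cell summed to between 996133 and 999999, so the table keeps no record of sequencing depth. The number of genes with TPM above 0 in each cell was taken as the only available measure of how deeply a cell was sampled. TPM divides by transcript length and by the total of the cell, so a few abundant transcripts lower the values of all others. The amplified reads carried no molecular identifiers, so duplicate reads remain in the values.

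The table has 143 columns, each matched to 1 of the 170 labelled samples by its title, and the remaining 27 samples were not analysed here. No 2 columns were identical. The cells with a column are those left by the authors' filters on mapping rate and reporter expression. No further cell was removed, and no doublet caller was run because each cell had been picked by hand. Doublets were weighed only through markers of other cell classes in the cells compared. The labels name no embryo, litter or culture. Each genotype is therefore 1 sample, cells were not treated as replicates, and no test was run between the genotypes. Differences are given pooled and within each sequencing batch, SDs describe the scatter across cells, and shares of cells have exact Clopper-Pearson 95% intervals that cover counting error only. Where a share is 0, the limit that a count of 0 allows was taken as 3 cells of the total. It limits cells at the stated level, not cells that express a gene below detection. The 2 batches split the cells of each genotype and are not known to be separate embryos.

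Cells were clustered by Ward linkage on the z-scored log2(TPM + 1) of 55 marker genes in 5 classes (15 cardiomyocyte, 13 endothelial, 14 mesenchymal, 6 epicardial and 7 erythroid markers), and the tree was divided into 5 clusters. A cluster took the name of the class with the largest share of its markers at least 1 log2 unit above all other cells and detected at a TPM of at least 1 in most of its cells. It kept the name only with 3 or more such markers, and only if no other class had more markers among its top 10 genes by the difference of the mean log2(TPM + 1). The cardiomyocyte-like class is called CM-like. It was rebuilt from markers and is not the study's own annotation. The number of clusters, the markers and 19 of the alternatives below were fixed before the data were examined. The thresholds of the naming rule were set afterwards. The top genes of a cluster were at first ranked by mean TPM, where small RNAs seen in single cells led, and the ranking was changed to log2 values after that was seen. This change left 1 cluster unnamed and did not alter which cells were CM-like.

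Gene differences are the mean log2(TPM + 1) of cKO cells minus that of control cells among CM-like cells, for genes with TPM above 0 in more than 10 of them. The pseudocount of 1 understates the change of genes at low levels. The study's methods state log2(TPM + 1) for its principal components and heatmaps and also limit genes by the number of cells that express them. They ranked cells against each other as replicates, which was not done here. For 18 gene lists fixed before the data were examined, the median difference was placed among the medians of 10000 random lists of the same size, drawn from genes outside the list in the same of 20 bins of mean expression. These percentiles describe the libraries at hand and are not tests. The lists were angiogenesis (named by the study from these cells, hence not independent evidence), angiogenesis bulk (named from whole hearts, where they rose), cardiac, miR-541 targets (a few picked by the study among predicted targets that rose in whole hearts), glycolysis, basement membrane, actin cytoskeleton, RNA splicing, cell cycle, oxidative phosphorylation, ribosomal protein, hypoxia, primary microRNA host, integrated stress, dissociation, Y-linked, X inactivation and microRNA pathway. A further 5 lists (atrial, ventricular, outflow tract, microRNA locus and X escape) were chosen after the first differences were seen. The genes named in the text were chosen by a fixed rule. Among genes with differences of the same sign in both batches, the 6 that rose and the 6 that fell most by the smaller of the 2 within-batch differences were taken, leaving out cell class markers, sex-linked list genes and symbols of predicted genes. Members of the angiogenesis, cardiac and microRNA pathway lists were added, as were the members with the largest and the smallest difference of the other fixed lists.

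Gene positions are those of GENCODE vM21 on GRCm38, the assembly also called mm10. Of the table's 40549 gene symbols, 37832 matched 1 gene of that release by symbol, 964 matched through an older symbol, and 1753 had no unique match. Transcript lengths and 3′ UTR sequences came from the transcript with the longest coding sequence of each gene. Seed sites were 7-mers complementary to positions 2 to 8 of a mature microRNA. For each 7-mer found in the 3′ UTRs of at least 100 genes, the mean difference of genes with the site was set against that of genes without it, after trends with UTR length, UTR GC content and expression had been removed in 20 bins each. Of 11 microRNA families listed, 10 were ranked. The family of miR-126a had fewer genes with a site than that minimum, and it was left out of the family count after its result had been seen.

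The steps were tested on simulated data made from the same CM-like cells with values shuffled across genotypes within batches. Of 200 genes shifted by 2 log2 units among 15049, taken from genes with more than low expression, 99.0% came out with the right sign. In the same layout, 8.0% of 200 unchanged lists of 20 genes fell outside the 5th to 95th percentile. Each gene was shuffled on its own and these lists held random genes, so co-expression between genes was lost. That rate therefore does not carry over to lists of genes that vary together. For the 7-mer scan on 12106 genes, a planted shift of 0.3 was recovered as 0.28. The 19 alternatives planned beforehand changed the pseudocount, the filter, the form of the fold change, the batches, the scaling of TPM, the cells entered, the clustering genes, the linkage and the number of clusters. A further 3 alternatives were added after the data had been seen. A list median was said to move under an alternative when it changed by more than the SD of its 2 within-batch values. The tolerance of 0.1 for the correlation between batches was set while the analysis was written, without a prior plan. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.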

Results

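Transcript levels were measured by Smart-seq2 in single cells of E9.5 mouse heart ventricles, in control embryos and in embryos that lost Dgcr8 in the Mesp1 lineage (cKO). The table covered 74 control cells, 35 in batch 1 and 39 in batch 2, and 69 cKO cells, 35 in batch 1 and 34 in batch 2. The median control cell had 8820 detected genes (range 2063 to 14139), and the median cKO cell had 8456 (range 4244 to 11044). Each genotype was 1 sample because the labels name no embryo, so every difference below is a description of these libraries without a test. Sequencing depth per cell was unknown, since TPM keeps none of it.

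The targeted gene was examined first. Dgcr8 lies on chromosome 16 (GRCm38, positions 18253948 to 18289246). Its mean log2(TPM + 1) was 2.46 ± 2.94 (SD across cells) in 26 control CM-like cells and 1.69 ± 2.47 in 66 cKO CM-like cells. The difference was −0.78 pooled, −0.28 in batch 1 and −1.03 in batch 2. It was smaller than the SD across cells of either genotype. Dgcr8 was detected in 16 of 26 control cells, 61.5% (95% CI 40.6 to 79.8), and in 32 of 66 cKO cells, 48.5% (95% CI 35.99 to 61.1). In batch 1 the detected share was 66.7% in both genotypes, and in batch 2 Dgcr8 was detected in 4 of 8 control and 10 of 33 cKO cells. Values per gene do not resolve single exons, so transcripts that lack a deleted exon still counted towards Dgcr8, and this was a weak check of the labels. The alternative that moved the difference most was the log2 ratio of mean TPM, which gave −1.37.

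The study asked whether angiogenesis genes rise in Dgcr8-deficient hearts because cardiomyocytes (CMs) express them or because endothelial cells become more frequent. Clustering on marker genes gave 5 groups of cells. A CM-like cluster of 92 cells had all 15 cardiomyocyte markers above the other cells. An endothelial-like cluster of 22 cells had 11 of 13 endothelial markers and 5 of 14 mesenchymal markers above the other cells. An erythroid-like cluster of 5 cells had 7 of 7 markers. A cluster of 13 cells combined 5 of 6 epicardial with 9 of 14 mesenchymal markers and stayed unnamed. The remaining cluster of 11 cells also stayed unnamed. It was led by mitochondrial transcripts, which made up a median of 50.7% of its TPM against 3.63% in the CM-like cluster.

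CM-like cells made up 26 of 74 control cells, 35.1% (95% CI 24.4 to 47.1), and 66 of 69 cKO cells, 95.7% (95% CI 87.8 to 99.1). Within batch 1 the shares were 51.4% in control and 94.3% in cKO. Within batch 2 they were 20.5% and 97.1%. The control share thus differed between batches, while the cKO share exceeded it in each of them. Because several cardiomyocyte markers themselves differed between genotypes, the shares were also taken from clusters of the 1000 most variable genes made without any marker. There, 24 of 74 control cells (32.4%) and 61 of 69 cKO cells (88.4%) were CM-like. Endothelial-like cells numbered 22 of 74 in control, 29.7% (95% CI 19.7 to 41.5). None was found among the 69 cKO cells, which allows a share of up to 4.35% among cells picked in this way. It is no limit for the heart itself, since the study detected Nfatc1 and Pecam1 in E9.5 cKO hearts by in situ hybridization. The study proposes that endocardial cells may have been damaged during dissociation. Since the endothelial-like, the erythroid-like and the epicardial and mesenchymal cells all came from control, these clusters cannot be separated from that sample. The study removed cKO cells without reporter recombination, a selection that control cells without Cre could not undergo. Division into 4 clusters raised the control share most among the other clusterings, to 45.9%.

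**Figure D1:**
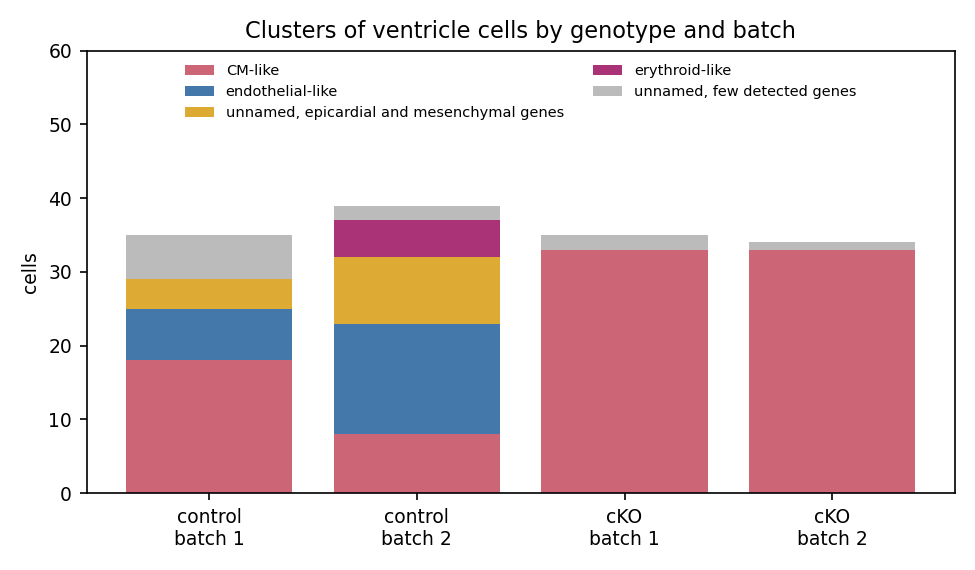
Number of cells (vertical axis) in each of the 5 marker clusters for control and cKO cells of both sequencing batches. CM-like cells are 18 of 35 and 8 of 39 control cells, and 33 of 35 and 33 of 34 cKO cells.

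Among CM-like cells, 15049 genes passed the filter. Their differences had a median of 0.04, with an SD across genes of 0.71. The differences of batch 1 and of batch 2 correlated across genes with Pearson's r of 0.42 and Spearman's rho of 0.32, where genes are not independent replicates. Of the 15018 genes with a difference other than 0 in each batch, 56.7% had the same sign in both. Control CM-like cells numbered 18 in batch 1 and 8 in batch 2, against 33 cKO cells in each batch. Pooled differences therefore also carry differences between batches and can lie outside both within-batch values. Control CM-like cells of batch 2 numbered 8 and had a median of 9704 detected genes, against 7786 in cKO cells of that batch. In batch 1 the order was opposite, with 8477 in control and 9845 in cKO. The median difference of all genes was 0.14 in batch 1 and −0.17 in batch 2. The alternative that moved the correlation most was a TPM of at least 1 in most CM-like cells of either genotype, which left 6510 genes and gave 0.56.

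The genes that rose most in both batches were P4ha2, Cox4i2, Tpm2, Cald1, Krt18 and Flna. P4ha2 (chromosome 11, 54100095 to 54131665), which encodes a collagen prolyl hydroxylase subunit, had a mean log2(TPM + 1) of 2.55 in control and 7.62 in cKO. Its difference was 4.87 in batch 1 and 4.94 in batch 2. Cox4i2 (chromosome 2, 152754173 to 152765037), an alternative subunit of cytochrome c oxidase, rose from 1.83 to 7.24. The cytoskeletal genes Tpm2 (chromosome 4, 43514711 to 43523765), Cald1 (chromosome 6, 34598500 to 34775473) and Krt18 (chromosome 15, 102028180 to 102032027) were 4.40, 4.07 and 4.45 higher in cKO cells. Flna (chromosome X, 74223461 to 74249820), which encodes filamin A, was 3.79 higher.

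The genes that fell most in both batches were Gja1, Dut, Ncs1, Rangrf, Trib2 and N6amt2. Gja1 (chromosome 10, 56377330 to 56402513), the gene of the gap junction protein connexin 43, had a mean of 5.75 in control and 1.63 in cKO. Its difference was −2.96 in batch 1 and −6.19 in batch 2. Dut (chromosome 2, 125247190 to 125258608) fell by 3.42 and Ncs1 (chromosome 2, 31245823 to 31295989) fell by 2.97. Rangrf (chromosome 11, 68972484 to 68975185) fell by 3.66, Trib2 (chromosome 12, 15791727 to 15816922) fell by 2.88, and N6amt2 (chromosome 14, 57549597 to 57571612) fell by 2.92. These 12 genes kept their direction under every alternative applied to single genes. They were chosen for the same sign in both batches, so the outcome of the batch alternatives was fixed in advance.

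The 8 angiogenesis genes that the study named were then compared in CM-like cells. All 8 were higher in cKO cells in both batches. The list median was 2.66 pooled, 2.47 in batch 1 and 2.05 in batch 2, and each value lay above all 10000 random lists of like expression. Since the study picked these genes from the same cells, this is not independent evidence. The mean log2(TPM + 1) of Vegfa (chromosome 17, 46016993 to 46032369) was 2.59 ± 1.87 (SD across cells) in control and 5.09 ± 2.05 in cKO cells. For Ctgf (chromosome 10, 24595442 to 24598683), the corresponding means were 3.98 ± 3.52 and 7.17 ± 3.41. The Ctgf difference was 2.93 in batch 1 and 1.97 in batch 2, both below the pooled 3.19. Anxa2 (chromosome 9, 69453620 to 69491795) rose by 3.27, Rhob (chromosome 12, 8497661 to 8500009) by 2.82 and Hspg2 (chromosome 4, 137468769 to 137570630) by 2.24. Pecam1 (chromosome 11, 106654217 to 106750628) had the smallest difference, 0.87. Adm2 (chromosome 15, 89322720 to 89324731) was detected in 27 of 66 cKO cells and listed at 0 in all 26 control cells, whose depth was unknown. The pseudocount moved the list median most, to 3.30 with 0.1 and to 1.57 with 10.

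Averaged over the 8 genes, control CM-like cells had 2.93 ± 0.96 log2(TPM + 1) (SD across cells) and cKO CM-like cells had 5.51 ± 1.12. Of the 66 cKO cells, 58 lay above every control CM-like cell, 87.9% (95% CI 77.5 to 94.6). That share was 81.8% in batch 1 and 93.9% in batch 2. In control endothelial-like cells, Pecam1 was at 7.61 and Hspg2 at 5.11, above the means of 3.25 and 4.30 in cKO CM-like cells. The other 6 genes were higher in cKO CM-like cells than in endothelial-like cells. Vegfa was at 1.54 and Ctgf at 5.62 in the endothelial-like cells.

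**Figure D2:**
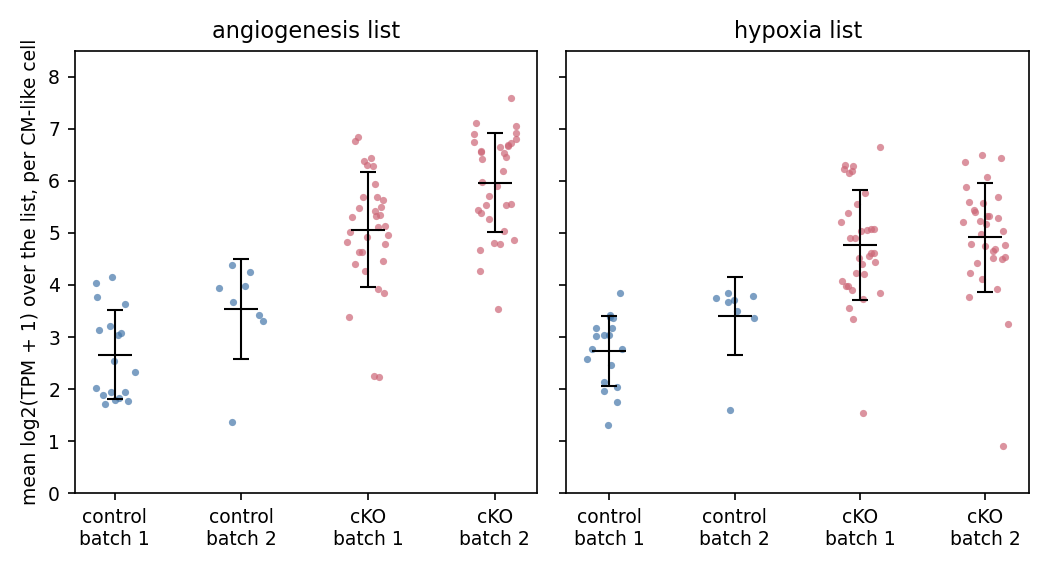
Mean log2(TPM + 1) over the angiogenesis list (left) and the hypoxia list (right) for each CM-like cell, by genotype and batch, with the mean and SD across cells as black bars. The angiogenesis means are 2.66 and 3.54 in control and 5.06 and 5.97 in cKO cells of batches 1 and 2.

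Angiogenesis genes that the study named because they rose in whole cKO hearts had a median difference of 0.87 over the 5 that passed the filter, at percentile 97.4. It was 1.75 in batch 1 and 0.95 in batch 2. Without the filter, the median of all 7 was 0.33. This list is not independent of the first, since Ctgf, Vegfa and Pecam1 are in both, and of the 5 genes used these 3 alone were higher in both batches. The others, Ecscr at −0.11 and Egfl7 at 0.33, changed sign between batches. A further list held 6 predicted targets of miR-541, which the study had singled out for rising in whole cKO hearts and for a part in vessel development. It is therefore no test of miR-541 targets as a set. Its median was 1.29, with Flna the largest and Vegfb, at −0.42, the smallest. Vegfb changed sign in the log2 ratio of mean TPM and with a pseudocount of 10. Flna, Ctgf (3.19) and Hspg2 (2.24) are also in the angiogenesis list, while the targets outside it, Egfl7 (0.33), Hif3a (0.003) and Vegfb, did not share a direction. Without Flna, which is X-linked, the median of the 5 others was 0.33. Egfl7 and Hif3a were named after their values were seen.

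Among the other gene classes compared, those of glycolysis, the basement membrane and the actin cytoskeleton were higher in cKO cells. These classes were chosen with the study's own results in view, so they are not independent evidence. The glycolysis list of 16 genes had a median of 0.84, with 0.94 in batch 1 and 0.74 in batch 2. Its members ranged from Pfkp, at 2.62, down to Pfkm, at −0.34, which changed sign in the log2 ratio of mean TPM. The basement membrane list of 13 genes had a median of 1.39, with 1.39 in batch 1 and 1.16 in batch 2. Loxl2, at 2.41, was its largest member and Nid1, at −0.05, which changed sign between batches, its smallest. The actin cytoskeleton list had a median of 2.68, and all 20 genes were higher in both batches. They ranged from Zyx, at 0.66, to Krt19, at 4.46. Krt19 encodes a keratin, so the list is wider than its name. The glycolysis and basement membrane medians stood at percentile 99.99, and the actin median lay above all random lists.

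Other classes were lower in cKO cells. The study had named ribosome, mitochondrion, RNA splicing and cell cycle among the classes that fell in these same cells. The lists that follow are therefore not independent evidence either. The ribosomal protein list of 85 genes had a median of −0.58, with −0.28 in batch 1 and −0.85 in batch 2. Of these genes, 75 were lower in both batches. Rpl27, at −1.87, had the smallest value and Fau, at 0.28 pooled but −0.40 in batch 2, the largest. The oxidative phosphorylation list of 86 genes had a median of −0.59, at percentile 0.01, with Ndufaf2 at −3.03 and Cox4i2 at 5.41 as its extremes. The RNA splicing list had a median of −0.56, at percentile 0.73, from Lsm7 at −1.87 to Lsm4 at 0.77, which was −0.36 in batch 2. The cell cycle list had a median of −0.55, at percentile 1.01 pooled and 8.62 in batch 2. Ccnd2, at −2.36, had its smallest value and Aurkb, at 1.56, its largest. Ribosomal protein and oxidative phosphorylation genes have many near-identical pseudogene copies, so their TPM values are uncertain and depend on how reads were shared out. Random lists of other genes with like expression and like transcript length had a median of −0.39 for the ribosomal proteins, −0.35 for oxidative phosphorylation and −0.17 for RNA splicing.

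**Figure D3:**
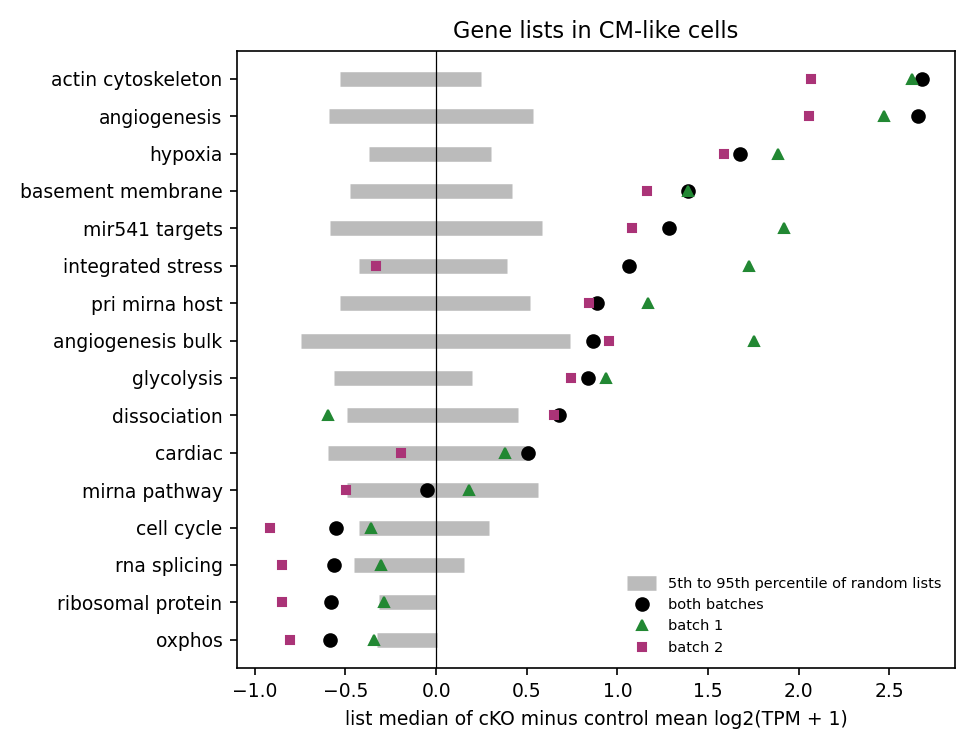
Median difference in mean log2(TPM + 1), cKO minus control CM-like cells, for 16 gene lists (both batches, batch 1 and batch 2), with the range between the 5th and 95th percentiles of random lists for both batches in grey. The angiogenesis median is 2.66 and the ribosomal protein median −0.58, while the cardiac, microRNA pathway, integrated stress and dissociation lists change sign between batches.

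Among cardiac genes, Tnni3 (chromosome 7, 4518305 to 4524229) had a mean log2(TPM + 1) of 10.25 in control and 8.08 in cKO cells. Hand1 (chromosome 11, 57828705 to 57832818) fell by 3.48, with −2.14 in batch 1 and −5.79 in batch 2. Gata4 rose by 1.48, Tbx5 by 0.98 and Isl1 by 0.40, each with the same sign in both batches. Isl1 was near the limit of detection, found in 3 of 26 control and 12 of 66 cKO cells. By q-PCR of whole E9.5 hearts, the study reported that all these genes fell in cKO, as did Tnni3 and Hand1. Whole hearts hold other cell types too, so that measure is unlike the present one. Nkx2-5 was 0.62 higher pooled, but its difference was −0.61 in batch 2. The list median was 0.51, at percentile 94.8, and the list mean was −0.36, so they differed in sign. In batch 2 the median was −0.19. Of the other microRNA pathway genes, Tarbp2 fell by 1.83, while Drosha, at −0.05, and Xpo5, at −0.05, changed sign between batches and in the log2 ratio of mean TPM. Dicer1 (0.29), Ago1 (0.12) and Ago2 (0.25) were slightly higher. The median of the pathway list, Dgcr8 included, was −0.05, at percentile 36.1, and it too changed sign between batches and in that ratio.

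Sex-linked transcripts divided the cells by genotype. Xist, the RNA of the inactive X chromosome, was present at a TPM of at least 1 in 64 of 69 cKO cells, 92.8% (95% CI 83.9 to 97.6), and in 3 of 74 control cells, 4.05% (95% CI 0.844 to 11.4). Ddx3y, a Y-linked gene, reached that level in 49 of 74 control cells, 66.2% (95% CI 54.3 to 76.8). It did so in 0 of 69 cKO cells, which allows a share of up to 4.35%. In CM-like cells, Xist was 4.57 higher in cKO, with 4.22 in batch 1 and 4.92 in batch 2. The Y-linked list median was −1.91, with members from Ddx3y at −3.03 to Kdm5d at −0.96. Genotype and sex-linked transcripts thus coincided, and every comparison of genotypes above is also a comparison of cells that differ in these transcripts.

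**Figure D4:**
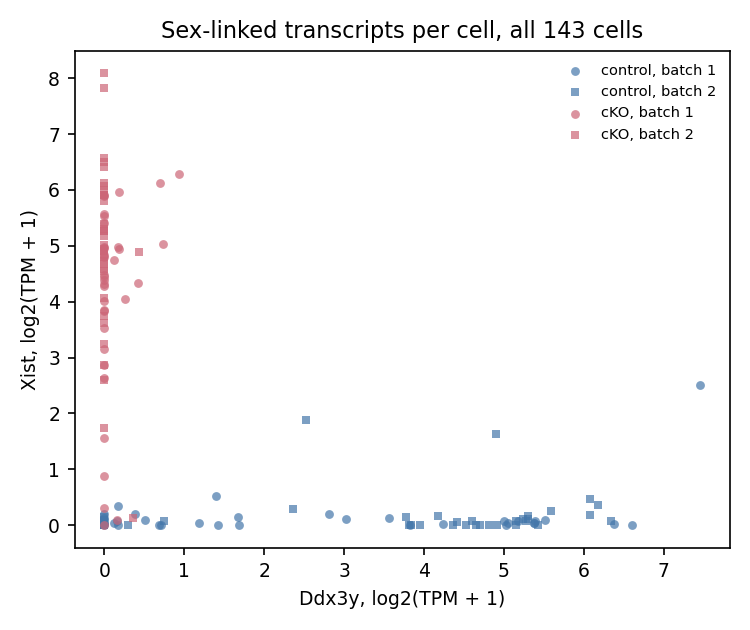
Ddx3y (horizontal axis) and Xist (vertical axis) in each cell of the table, both as log2(TPM + 1), by genotype and batch. Control cells spread along the Ddx3y axis and cKO cells along the Xist axis, and 3 control cells have both at a TPM of at least 1.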

Values the study reported

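The study reported that 96 cells of each genotype were picked and that 76 libraries of each passed its quality filter. It excluded 7 cKO cells and 2 control cells for abnormal reporter expression. It assigned 28 control cells and 68 cKO cells to the cardiomyocyte class, and gave shares of 37% in the control and more than 90% in the cKO group. By a rank-sum test over cells it called 3,020 genes higher and 2,351 genes lower in cKO cardiomyocytes, and it counted 15 angiogenesis genes among those that were higher.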

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

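The tests in this part were chosen after the result was seen, except the planned test of sex. The 11 cells of the unnamed cluster led by mitochondrial transcripts were left out of the gene and list comparisons above, which used CM-like cells. They counted only in the shares of cells, those with Xist or Ddx3y included, and 3 of them are cKO cells. The mean of the angiogenesis list over these 3 cKO cells was 3.18 log2(TPM + 1), against a mean of 1.19 and a highest value of 1.69 in the 8 control cells of the same cluster. The actin cytoskeleton list averaged 5.27 in the 3 cells, against a mean of 3.05 and a highest value of 4.33 in the control cells. Xist averaged 1.26 in them, against a highest control value of 0.12, but the cKO cells ranged from 0.31 to 2.60. What drew attention was a signal above the control level in cells outside the comparison of CM-like cells.

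Over all 11 cells the medians were 5728 detected genes and 50.7% mitochondrial TPM, so they could be damaged cells. The genotypes differed in this respect. Mitochondrial TPM was 12.96%, 18.6% and 61.4% in the 3 cKO cells, and its median was 52.3% in the 8 control cells (range 4.32% to 61.1%). The cKO cell with 61.4% had an angiogenesis mean of 2.19, above the highest control cell, but its actin mean of 3.67 was below the highest control cell. With 3 against 8 cells, quality and genotype were not separated. Not every list was higher in the cKO cells, since the ribosomal protein list averaged 6.18 in them and 6.31 in the control cells. Few cells of this cluster could be assigned a sex, since Xist reached a TPM of 1 in 1 of the 3 cKO cells and Ddx3y in 1 of the 8 control cells. In the whole table, 92.8% of cKO cells had Xist, so a difference due to sex cannot be told apart from a difference due to Dgcr8.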

How the results depend on the processing

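The alternatives without X and Y chromosome genes, with genes of like transcript length, and with clusters made without markers were chosen after seeing the data. No paired analysis was possible because the numbers in the sample titles mark single cells and no result came from a test. Of 248 values of the 18 list medians under alternatives, 240 kept their direction, and 14 lists kept it throughout. Of 560 values of the other named genes, 538 kept their direction, and the rest belonged to Vegfb, Pfkm, Lsm4, Fau, Nid1, Nkx2-5, Drosha, Xpo5, Ecscr, Rian and Slc7a11. The exceptions among list medians were the cardiac, integrated stress, dissociation and microRNA pathway lists. Vegfb changed sign to 0.050 with a pseudocount of 10 and to 0.62 as the log2 ratio of mean TPM, and Pfkm changed to 0.014 with that ratio. For these and the values below the cause was not tested unless a cause is given.

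The cKO share of CM-like cells ranged from 88.4% to 100%, the latter with 4 clusters, where the unnamed mitochondrial cluster joined the CM-like one. The control share was 51.4% in batch 1 and 20.5% in batch 2. Dgcr8 stayed lower in cKO under all 10 alternatives and reached −1.37 as the log2 ratio of mean TPM, a form that weights cells with high values. That ratio also moved the median of all genes to 0.18 from 0.04.

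The share of genes with the same sign in both batches was 55.3% with a pseudocount of 0.1, 59.6% with 10 and 62.9% with the stricter filter. It was 62.9% for the log2 ratio of mean TPM, 54.1% without the 9 cells with the fewest detected genes, 55.2% in cells matched on detected genes, and 58.1% for the class from variable genes. The correlation between batches rose to 0.56 with the stricter filter and fell to 0.30 for the log2 ratio and to 0.32 in matched cells, where 40 cKO cells were left out.

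A pseudocount of 0.1 gave medians of 3.30 for angiogenesis and 1.61 for basement membrane. With 10 they were 1.57 and 0.83, and the actin cytoskeleton median was 2.12. The stricter filter gave 1.68 for the whole-heart angiogenesis genes, 2.24 for the miR-541 targets and 1.57 for basement membrane, over fewer genes each. The log2 ratio gave 1.60 for basement membrane and 2.10 for actin cytoskeleton. Batch 1 alone gave 1.75 for the whole-heart angiogenesis genes and 1.92 for the miR-541 targets. Batch 2 alone gave 2.05 for angiogenesis, 1.16 for basement membrane, 2.07 for actin cytoskeleton and −0.19 for the cardiac list. Without X and Y chromosome genes the miR-541 targets had 0.33, because Flna left the list. Against genes of like transcript length, basement membrane had 1.22. Detected genes per cell limit what low genes can show. The 8 control CM-like cells of batch 2 limit all values of that batch.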

Other observations

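The tests of rows named for microRNA genes (with and without those on X and Y), cells without a column, clusters without markers, Xist and Ddx3y in 1 cell, stress genes by batch, cells matched on detected genes within batches, X escape genes, genes alike in both length and expression, and what length adds at like expression were chosen after the result was seen, and those of heart chambers, transcript length, TPM taken by a few genes and seed sites after the first gene differences were seen but before their own results.

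The sex-linked transcripts were the most unusual feature of the table. Only 3 cells, all control cells outside the CM-like class, carried both Xist and Ddx3y. Outside the CM-like class, Ddx3y reached a TPM of 1 in 31 of 48 control cells, while Xist did so in 1 of only 3 cKO cells, so the division rests on CM-like cells on the cKO side. That is consistent with control cells from male embryos and cKO cells from female embryos. X-linked genes as a set did not differ from autosomal ones, with medians of 0.03 and 0.04, so no shift of the X chromosome as a whole was seen. The X escape list had a median of 0.88, at percentile 96.3 pooled and 88.3 in batch 2. Eif2s3y reached a TPM of 1 in 6 of 69 cKO cells, and Eif2s3x is its close X-linked paralog. Neither Xist nor Ddx3y nor Eif2s3y reached that level in 15 control and 5 cKO cells. The planned test named Y-linked transcripts and Xist, and the share of cKO cells with Xist, in place of their share with Ddx3y of 0, was chosen as its deciding value after both had been seen. Because 92.8% of cKO cells had Xist and only 4.05% of control cells did, sex cannot be told apart from the loss of Dgcr8 for any autosomal difference in this table.

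Several observations bear on the loss of microprocessor activity. Transcripts that host primary microRNAs had a median difference of 0.89, and the lower of their within-batch percentiles was 99.7. The median was 2.58 over the 7 that passed the stricter filter and 1.56 as the log2 ratio of mean TPM. Mir17hg, which hosts the miR-17 to miR-92a cluster, rose by 3.58, with 3.91 in batch 1 and 3.20 in batch 2, while Rian, at −0.38, had the smallest difference and changed sign between batches and in the log2 ratio of mean TPM. The 24 rows named for microRNA genes had a median of 0.56, and the lower of their within-batch percentiles was 99.5. Of these rows, 13 were higher and 4 lower in both batches. The size of the median depended on the rows entered. It was 0 over all 1014 such rows without the filter, and 2.86 over the 6 that passed the stricter filter. Without 3 rows on X or Y, among them Mir351 with the largest difference of 4.77, it was 0.33, and the lower within-batch percentile was 96.8. Reads over such rows can come from primary transcripts or from host introns, which the table does not separate. These values are consistent with uncut primary transcripts accumulating in cKO cells, although Dgcr8 itself fell by only 0.78.

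Seed sites gave a graded picture. Of 10 microRNA families with enough sites, 4 ranked above the 95th percentile of 15616 7-mers in both batches, namely miR-1, miR-133a, miR-17 and miR-92a. With both batches pooled, as for the percentiles that follow unless a batch is named, the miR-1 site ACATTCC ranked at percentile 98.9. It was present in 1273 genes and had a mean shift of 0.12. The miR-133a site GGACCAA ranked at 98.6, the miR-17 site GCACTTT at 98.1 and the miR-92a site GTGCAAT at 99.0. The miR-30 site TGTTTAC ranked at 95.9, which made 5 families above the 95th percentile in the pooled cells. It fell short within the batches, at 93.7 in batch 1 and 94.0 in batch 2. The miR-541-5p site AATCCCT ranked at 78.5 and the let-7 site CTACCTC at 12.7. The prediction had asked for most families, so the test did not settle the question. A candidate explanation is relief of repression by some of the families active in these cells, but 4 of 10 is short of what was asked, and microRNA levels were not analysed here.

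A hypoxia response was weighed for the angiogenesis genes. The hypoxia list had a median of 1.68, all 22 of its genes were higher in both batches, and the median lay above all random lists. It ranged from P4ha2, at 5.07, to Pdk1, at 0.41. Without Vegfa, the only gene shared with the angiogenesis list, the median of 21 genes was 1.51. The prediction required a rise at least as large as the 2.66 of the angiogenesis list, which was not reached, and the 7 angiogenesis genes outside the hypoxia list had a median of 2.82. Within batches the hypoxia median was also the lower, at 1.88 against 2.47 in batch 1 and 1.59 against 2.05 in batch 2. A hypoxic state of the cKO heart may therefore contribute to Vegfa, but it cannot be told apart here from direct relief of repression, because no oxygen measure accompanies the cells.

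RNA from endothelial cells, whether free RNA or doublets, was argued against as the source of the angiogenesis signal. The mean difference of 8 endothelial markers was −0.12 in CM-like cells, from 0.37 in control to 0.26 in cKO, against 6.98 in endothelial-like cells. These markers entered the clustering, but in the class made without markers the difference was −0.22. In addition, 6 of the 8 angiogenesis genes were higher in cKO CM-like cells than in the endothelial-like cells themselves. Scaling did not remove the signal either, as the list kept 105% of its size after rescaling, and it kept 99.2% against genes of like transcript length.

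For the falling classes the picture differed. The difference rose with transcript length across genes (Spearman's rho 0.19, genes not being replicates), from a median of −0.10 in the shortest to 0.14 in the longest of 5 equal groups of genes. Against genes of like length alone, the ribosomal protein and oxidative phosphorylation medians kept at least 85.1% of their size and the RNA splicing median 81.7%. By the rule written beforehand, that alone would have excluded transcript length as the whole cause. A stricter comparison, with genes alike in both length and expression and outside these 3 lists, was then added and changed that reading for the first 2 classes. Against it, 31.9% of the ribosomal protein median, 39.8% of the oxidative phosphorylation median and 70.4% of the RNA splicing median remained, and the medians stood at percentiles 4.18, 1.68 and 1.19. Adding length to the match on expression accounted for 57.9% of the ribosomal protein median and 51.4% of the oxidative phosphorylation median. These shares were 112.6% and 80.8% in batch 1 but only 34.5% and 31.8% in batch 2, so the part due to length depended on the batch. For these classes, a technical loss of short, abundant transcripts and a lower expression in cKO cells cannot be told apart, because short, abundant genes outside them were lower too. For RNA splicing, length added 18.4% pooled, 30.2% in batch 1 and 10.5% in batch 2, which argues against transcript length as its whole cause. In batch 2, however, only 33.7% of that median lay beyond genes alike in length and expression, at percentile 6.70, so a shift of genes at like levels stays open there. Leaving the 3 classes out of the random lists was chosen after a first version that kept them in, in which less of each median remained. The cell cycle list has longer transcripts, and its percentile was 0.13 in that comparison.

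Genes of the heart chambers also moved. The atrial list had a median of 0.86 over 6 genes, at percentile 95.4 in batch 1 and above all random lists in batch 2. Its genes were at low levels, with a median of 0.44 log2(TPM + 1) in control and 1.55 in cKO cells. Only 1 of them passed the stricter filter, with a difference of 0.21, so the rise rests mostly on genes near the limit of detection. The ventricular list had a median of −0.86, and the higher of its within-batch percentiles was 3.34. Its lowest member was Myl2, at −3.57, a gene chosen after its value was seen. The outflow tract list, with a median of 0.49, changed sign between batches. A candidate explanation is that the dissected parts held more atrial or less mature cells in cKO hearts, and these lists do not separate a change of cell mix from a change of expression within ventricular cells. Delayed maturation was not tested, since no earlier stage is part of this table.

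Other lists depended on the batch. The integrated stress list had a median of 1.07, with 1.72 in batch 1 and −0.33 in batch 2, from Vldlr at 3.37 to Slc7a11 at 0.01, which changed sign between batches. The median of all genes was also below 0 in batch 2, at −0.17, and random lists of like expression had a median of −0.54 there, among which the list stood at percentile 73.3. In batch 1 it lay above all random lists. Of the 14 genes, 4 were higher in both batches, among them Vldlr with 3.89 and 1.85. In cells matched on detected genes within each batch, the median was 1.94 in batch 1 and 0.56 in batch 2, at percentile 99.0, so its sign in batch 2 depended on which cells entered. A difference between the sequencing batches, which the 8 control cells of batch 2 could not settle, and a rise in both may each account for the list. The dissociation list had a median of 0.68, with −0.60 in batch 1 and 0.65 in batch 2, from Atf3 at 2.13 to Zfp36 at −2.06, and its members went both ways, so it settled nothing.

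The number of detected genes was weighed by matching each control CM-like cell with a cKO cell of its batch, which left 47.6% of the gap between the median numbers of detected genes in batch 1 and 39.7% in batch 2. This replaced a test written beforehand, which matched cells across batches and had been read only on lists with the same sign in both batches, a choice that leaves out the lists that complexity would alter most. Of all 18 fixed lists, 13 kept most of their size in both batches. The exceptions were the whole-heart angiogenesis, cardiac, integrated stress, dissociation and microRNA pathway lists, for which cell complexity stays open. The basement membrane list kept 53.97% in batch 1, close to the gap left there. The angiogenesis list kept at least 89.2% of its size in each batch, and the ribosomal protein, oxidative phosphorylation and RNA splicing lists kept at least 94.2%. The gap also ran in opposite directions in the 2 batches while these 4 lists kept their sign, which argues against cell complexity as the whole cause for them.

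The higher CM-like share of cKO cells was weighed against selection. Had all 18 cKO samples without a column been other cells and all 9 such control samples CM-like, the shares would have been 75.9% and 42.2%. Clusters made without markers gave a share 55.97 percentage points higher in cKO. Neither cells without a column, which include those removed by the study's reporter filter as far as they are among these samples, nor the markers account for the difference. The study states that cKO cardiomyocytes came apart more easily than control ones, so that more of them were picked. The picking by hand was not tested here and stays open.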
